# Transcriptomic Profiling of the Effects of DDR1 in Breast and Ovarian Cancer to Understand the Association Between DDR1 Expression and Patient Survival

**DOI:** 10.3390/genes17070760

**Published:** 2026-06-30

**Authors:** Khalid Alshammari, Suha Deen, Ian O. Ellis, Emad A. Rakha, Andrew R. Green, Stewart G. Martin, Sarah J. Storr

**Keywords:** DDR1, breast cancer, ovarian cancer

## Abstract

**Background:** Discoidin domain receptor 1 (DDR1) is a collagen-activated receptor tyrosine kinase that plays an important role in epithelial cell regulation; its function in cancer appears to be dependent on tumour type. **Methods:** This study investigated DDR1 expression in large numbers of breast (*n* = 1416) and ovarian (*n* = 450) tumours using immunohistochemistry. In addition, RNA sequencing was conducted on *DDR1* knockdown breast and ovarian cancer cell lines. **Results:** In breast cancer, high DDR1 expression was significantly associated with poor patient survival in ER-positive disease and low expression was associated with poor patient survival in ER-negative disease. In ovarian cancer, high DDR1 expression was associated with improved patient survival. In *DDR1* knockdown IGROV1 ovarian cancer cells, 770 transcripts were differentially expressed, whilst in *DDR1* knockdown T47D breast cancer cells, 3647 transcripts were differentially expressed. Only 149 genes were shared, suggesting that DDR1 drives distinct transcriptional programmes across cancer types. Shared genes between T47D and IGROV1 *DDR1* knockdown cells include key regulators of signalling, metabolism, and cytoskeletal organisation such as *YWHAE*, *NCK2*, *FN1*, and *ITGB4*. Gene Ontology analysis revealed significant enrichment of epithelial cell migration pathways in both cell lines. **Conclusions:** Current protein expression and transcriptomic data highlight the important prognostic role of DDR1 expression in breast and ovarian cancer and provide hypothesis-generating insights into the contextual and transcriptomic differences between the two cancer types.

## 1. Introduction

Discoidin domain receptors (DDRs) are a subfamily of receptor tyrosine kinases (RTKs) that are characterised by a discoidin homology domain in their extracellular regions. These receptors were originally identified in 1993, with molecular characterisation in 1997, including description of their activation by collagen resulting in slow but persistent kinase activity [1,2]. The human DDR1 gene is located on chromosome 6 and comprises 17 exons, with alternative splicing resulting in five distinct protein isoforms. Among these, DDR1a, DDR1b, and DDR1c are full-length, functional receptors, whereas DDR1d and DDR1e lack kinase activity [3]. 

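In the GENCODE 44 annotation of GRCh38, *DDR1* (ENSG00000204580) lies on the plus strand of chromosome 6 from 30876421 to 30900156. Its canonical transcript is 3836 nucleotides long and has 18 exons, and the annotation names 58 *DDR1* transcripts. The region also exists as alternate haplotypes, sequences of the same locus that carry their own transcript identifiers. Of 15 *DDR1* transcripts listed as differentially expressed in Table S2 and the part of Table S1 that was read, 7 have no name in that annotation.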

Structurally, DDR1 is a one-way transmembrane receptor consisting of six structural domains: the N-terminal extracellular discoidin domain (DS); the discoidin-like (DSL) domain, which is responsible for collagen binding; the extracellular juxtamembrane region (EJXM); a single transmembrane segment (TM); an intracellular juxtamembrane region (IJXM); and a C-terminal kinase domain (KD) [4]. Evidence indicates that, once activated, DDR1 initiates signalling cascades (e.g., MAPK, PI3K/AKT, and NF-κB) that regulate multiple cellular processes, including cell adhesion, migration, proliferation, survival, and extracellular matrix remodelling, supporting its role as an important modulator of epithelial cell behaviour [5].

Aberrant expression of DDR1 was reported in oesophageal cancer as early as 1997, and in high-grade brain neoplasms in 2000, with further pan-cancer studies demonstrating that DDR1 expression is dysregulated across multiple cancer types [6,7,8]. In breast cancer, DDR1 was initially shown to have an essential role in mammary gland development, where it mediated stromal–epithelial interactions during ductal morphogenesis [9], and more recently, DDR1 was shown to direct stem cell differentiation into basal cells, which subsequently stimulated luminal progenitor cells to form lobules via Notch signalling [10]. Beyond development, DDR1 is implicated in the regulation of breast cancer cell migration in vitro. Wnt-5A has been shown to enhance collagen-induced DDR1 activation, thereby restricting cell migration, and this effect can be regulated by TGF-β signalling [11,12]. In a separate study, DDR1 was demonstrated to suppress breast cancer cell migration through the formation of a functional complex with DARPP-32, as DARPP-32 impaired migration only in the presence of DDR1, indicating that DARPP-32 acts downstream of DDR1 signalling [13]. Further work demonstrated that Wnt-5A can also induce a DARPP-32-dependent antimigratory response via activation of a Frizzled-3/Gαs/cAMP/PKA pathway, leading to Thr34 phosphorylation of DARPP-32 and subsequent CREB activation, revealing a distinct Wnt-5A/DARPP-32 signalling axis that inhibits breast cancer cell migration [14].

Following these early links to DDR1 modulation of signalling, additional studies have identified other mechanisms by which DDR1 can influence breast cancer cell behaviour. This includes transient regulation of CD9 cell-surface levels by type IV collagen [15], interaction with the non-receptor tyrosine kinase Syk to modulate epithelial migration [16], and downstream transcriptional repression of H-Ras/ZEB1 signalling, which reduces DDR1 expression and contributes to the epithelial-to-mesenchymal transition in triple-negative breast cancer cells [17]. DDR1 function is also modulated by membrane-type collagenases (MT1-, MT2-, and MT3-MMPs), which cleave DDR1 within its extracellular juxtamembrane region to attenuate collagen-induced activation [18]. In addition, DDR1 is implicated in chemoresistance and growth-promoting pathways, including induction of cyclooxygenase-2 (COX-2) expression [19], functional cross-talk with the insulin-like growth factor-I receptor (IGF-IR) that promotes proliferation and migration through PI3K/AKT-dependent DDR1 upregulation [20], and non-canonical DDR1 signalling through a TM4SF1/syntenin 2/PKCα/JAK2/STAT3 pathway that has been shown to sustain cancer stem cell traits and drive metastatic reactivation in lung, bone, and brain tumours [21].

Limited studies have investigated the prognostic role of DDR1 expression in breast cancer to explore links with clinical outcome. DDR1 expression has been shown to differ between lobular and ductal invasive carcinomas [22]. Several studies have determined DDR1 expression in relatively small cohorts of patients (*n* = 94–198) and have shown no link between DDR1 expression and the clinical outcome of patients [23,24,25]. In addition to breast cancer, there is evidence suggesting a role for DDR1 in ovarian cancer. In a cohort of 67 ovarian cancer patients, high DDR1 expression is linked with adverse disease-free survival [26]. To resolve uncertainty surrounding the prognostic significance of DDR1, this study sought to investigate DDR1 expression in both breast and ovarian cancer using large well-annotated clinical cohorts and define the transcriptomic consequences of DDR1 loss in cell line models of both cancer types.

## 2. Materials and Methods

### 2.1. Immunohistochemistry

Immunohistochemistry was carried out on both breast and ovarian tissue microarrays, with each constructed of single 0.6 mm cores from patient tumours. Cores were taken from representative invasive tumour regions identified by experienced breast and ovarian cancer histopathologists using haematoxylin and eosin-stained sections, which have been used in numerous previous studies [27,28,29,30,31]. Tissue microarray sections (4 µm thick) were deparaffinised and rehydrated through xylene, graded ethanol, and distilled water. Antigen retrieval was performed using sodium citrate buffer (pH 6.0). Slides were heated in a microwave using high power for 5 min, medium power for 5 min, followed by low power for 15 min. Staining was performed using a Novolink Polymer Detection kit (Leica, UK) according to the manufacturer’s instructions. Primary antibodies were incubated in tissue for one hour at room temperature (DDR1: Cell Signaling Technology, UK, 5583 1:50). Following staining, tissue was dehydrated in ethanol and fixed in xylene prior to mounting using DPX. All stained slides were scanned using a NanoZoomer digital pathology scanner (Hamamatsu Photonics, UK).

Cytoplasmic expression levels of DDR1 were determined using a semi-quantitative H-score approach, in which the proportion of positively stained tumour area was multiplied by the assigned intensity score ranging from 0 to 3 (absent, weak, moderate, or strong staining). Scoring was conducted by two independent assessors, blinded to each other’s scores and the clinical variables of the cohorts. Intraclass correlation coefficients were used to assess scoring reliability, with values greater than 0.7 considered to indicate good agreement between observers. This study is reported according to REMARK criteria [32].

### 2.2. Breast Cancer Patient Cohort

Tissue used to construct the breast cancer tissue microarray was obtained from patients treated at Nottingham University Hospitals between 1998 and 2006. Patients had either breast-conserving surgery or mastectomy, depending on clinical need and/or patient choice, and radiotherapy was given where clinically indicated. Clinical parameters including Nottingham Prognostic Index (NPI), oestrogen receptor (ER) status, and menopausal status were recorded before starting adjuvant therapy. ER-negative and premenopausal patients with an NPI score of 3.4 or greater received combination chemotherapy (cyclophosphamide, methotrexate, and 5-fluorouracil), whereas patients with an NPI score less than 3.4 did not receive adjuvant chemotherapy. ER-positive patients were treated with hormonal therapy. Disease-specific survival was measured from primary surgery to breast cancer-related death.

### 2.3. Ovarian Cancer Patient Cohort

Tissue used to construct the ovarian cancer tissue microarray was obtained from patients treated at Nottingham University Hospitals between 1991 and 2011. Patients were treated with adjuvant chemotherapy, with 63.6% receiving platinum-based chemotherapy, and resistance to chemotherapy was classified according to the Gynaecologic Oncology Group (GOG) into groups of refractory, resistant or sensitive. Clinicopathological data of patients was collected and included patient age, stage of the cancer, histological subtype, and grade, with grading achieved using the Shimizu–Silverberg grading system, in which tumours are given a score from 1 to 3 according to the degree of 3 parameters (architectural pattern, nuclear pleomorphism, and mitotic count). Overall survival was defined as the length between the start of treatment and date of death or last follow-up date. Progression-free survival was defined as the length between the start of treatment and clinical identification of recurrence or last follow-up date.

### 2.4. Statistics

Data analysis was performed using IBM SPSS Statistics version 29. Expression cut points were derived using X-tile software (version 3.6.1) with survival as the endpoint, applied consistently across cohorts [33]. Categorised protein expression levels and clinicopathological variables were evaluated using the Pearson chi-square test of association. The association between expression and clinical outcome was determined using Kaplan–Meier survival analysis with statistical differences determined using the log-rank test. A *p* value of less than 0.05 was considered statistically significant. Survival analyses within clinically defined subgroups (ER status) were exploratory and motivated by the established subtype-specific biology of DDR1; formal correction for multiple comparisons was not applied, and these analyses are reported as hypothesis-generating.

### 2.5. Cell Culture

Cell culture experiments were performed using the T47D breast cancer and the IGROV1 ovarian cancer cell lines, both purchased from American Type Culture Collection. Cells were cultured in high-glucose Dulbecco’s Modified Eagle’s Medium (Sigma, MA, USA), with 10% heat-inactivated iron-supplemented donor bovine serum (Gibco, NY, USA), and with 1% penicillin/streptomycin (Sigma). Cell line identity was verified every 24 months using short tandem repeat (STR) verification and cells were routinely monitored for mycoplasma infection.

### 2.6. DDR1 siRNA Knockdown

T47D and IGROV1 cells were subject to DDR1 knockdown using siRNA. Transfection was achieved using Lipofectamine 3000 in Opti-MEM reduced-serum medium (Thermo-Fisher, MA, USA) and 11.2nM siRNA (DDR1: Origene, MD, USA, SR319533A) or negative control siRNA (OriGene SR30004). Cell transfection occurred over 24 h, and knockdown was assessed at 24, 48, and 72 h post-transfection.

Gene knockdown was confirmed using Western blotting at multiple time-points using an Invitrogen Bolt Mini Gel system fitted with 4–12% Bis–Tris Plus gels. Protein lysates were prepared in Bolt LDS sample buffer supplemented with Bolt reducing agent and heat-treated at 100 °C for 5 min to ensure denaturation. Following electrophoresis, proteins were transferred to nitrocellulose membrane (Whatman, GE Healthcare, IL, USA) using Bolt transfer buffer containing 10% methanol. Membranes were subsequently blocked for 1 h in 3% (*w*/*v*) non-fat milk to reduce non-specific binding. Primary antibody incubation was performed overnight at 4 °C using antibodies against DDR1, DARPP-32 or β-actin (DDR1: Cell Signalling Technology (NE, USA), 5583 1:1000, β-actin: Abcam (UK), ab8226; 1:1000). Following antibody incubation, membranes were washed and incubated with the appropriate secondary antibodies: donkey anti-rabbit IgG (LI-COR, 926-32213; 1:10,000) or donkey anti-mouse IgG (LI-COR, 926-68072; 1:10,000) for 1 h at room temperature. Membranes were visualised using the Odyssey FC Imaging System (LI-COR) using Image Studio software (V4.1). 

### 2.7. RNA Sequencing

Total RNA extraction, mRNA library construction, and RNA sequencing were performed by Novogene UK. Libraries were prepared using poly-A enrichment and sequenced on Illumina NovaSeq (UK) platforms which utilised a paired-end 150 base pair sequencing strategy with data output greater than 20 million read pairs per sample. For data assessment, sequencing quality was assessed using FastQC (version 0.12.1), with adapter trimming and quality filtering performed using Trim Galore (version 0.6.7), and transcript abundance was quantified using Kallisto (version 0.50.0), which applies a pseudo-alignment approach [34]. Transcript identification and quantification were performed using the human reference genome GENCODE GRCh38 version 36 for transcript identification. Differential transcript expression analysis was assessed using DESeq2 (version 1.42.1), with Kallisto outputs imported via the Tximport package (1.30.1). All analyses were performed in RStudio 2025.05.1 build 513 [35]. Transcripts were filtered following multiple-testing correction, with significance defined as an adjusted *p* value < 0.05 and an absolute fold change greater than two. Functional and pathway enrichment analyses were carried out using Qiagen Ingenuity Pathway Analysis (IPA) (version 24.0.2).

### 2.8. Bioinformatic Assessments

To examine DDR1 knockdown-specific signalling between breast and ovarian cancer, we utilised a hub-centred protein–protein interaction (PPI) framework using the STRING database (version 11.5) and using a high confidence threshold (score ≥900). Significant differentially expressed transcripts from RNA-Seq were mapped to HGNC gene symbols using the Ensembl BioMart API. Unique and shared gene sets between cell lines were identified, with shared genes designated as “core” hubs. All candidate genes were mapped to STRING identifiers, and PPI networks were filtered to retain the top 600 nodes by connectivity. Hub-centred subgraphs were generated by selecting the highest-degree core hubs (top 8) and limiting the number of neighbours per hub (max 10) to highlight key regulatory nodes while reducing network complexity with data plotted using an organic Fruchterman–Reingold layout via ggraph/igraph.

For unsupervised analysis of DDR1 signalling, ER-positive breast cancer patients were selected with complete immunohistochemistry data available for DARPP-32 (cytoplasmic and nuclear), DARPP-32 Threonine-34 phosphorylation (cytoplasmic and nuclear), PKA, PP1 (cytoplasmic and nuclear), CDK5 (cytoplasmic and nuclear), and CREB1 in the same breast cancer patient cohort (*n* = 304) [36,37,38]. Protein H-scores were z-scored and subjected to principal component analysis (PCA) using the prcomp function in R; the first principal component (PC1), representing coordinated pathway activity, was used for downstream survival analyses in SPSS as described previously. All analysis scripts are available on GitHub (https://github.com/sarahstorr/DDR1, accessed on 13 May 2026).

## 3. Results

### 3.1. DDR1 Expression in Breast Cancer

A comparison of *DDR1* mRNA expression levels between matched tumour and adjacent normal tissues in the TCGA breast cancer cohort revealed significantly increased DDR1 expression in tumour tissue (*p* < 0.001) (Figure 1A). DDR1 protein expression was determined using immunohistochemistry in tumour tissues from 1416 patients with breast cancer. Staining was predominantly cytoplasmic, with representative staining shown in Figure 1B,C. The median H-score for cytoplasmic DDR1 expression was 100, ranging from 0 to 270. X-tile generated a cut point of 120, with 38.3% (543/1416) demonstrating high staining.

High DDR1 expression was significantly associated with clinicopathological criteria, including higher-grade tumours (χ^2^ = 35.33, d.f. = 2, *p* < 0.001), marked nuclear pleomorphism (χ^2^ = 39.74, d.f. = 2, *p* < 0.001), high mitotic index (χ^2^ = 46.38, d.f. = 2, *p* < 0.001), tumours larger than 2cm (χ^2^ = 9.77, d.f. = 1, *p* = 0.002), presence of lymphovascular invasion (χ^2^ = 6.88, d.f. = 1, *p* = 0.009), intrinsic molecular subtype (χ^2^ = 48.72, d.f. = 3, *p* < 0.001), ER-positive tumours (χ^2^ = 4.36, d.f. = 1, *p* = 0.037), and HER2-positive tumours (χ^2^ = 74.46, d.f. = 1, *p* < 0.001) (Table 1).

Cytoplasmic DDR1 expression was not significantly associated with disease-specific survival in the whole patient cohort (Figure 2A). In ER-negative breast cancer, low cytoplasmic DDR1 expression was significantly associated with worse survival (*p* = 0.032) (Figure 2B). In contrast, high cytoplasmic DDR1 expression was significantly associated with adverse disease-specific survival in ER-positive breast cancer (*p* = 0.031) (Figure 2C). In multivariate Cox-regression models of survival, DDR1 remained associated with disease-specific survival of ER-negative patients (hazard ratio (HR) = 0.514, 95% confidence interval (CI) = 0.290–0.911, *p* = 0.023), when tumour size, grade, lymphovascular invasion, and lymph node stage were included in the model. In ER-positive patients, DDR1 expression was not associated with disease-specific survival when the same variables were included in the model (HR = 1.077, 95% CI = 0.815–1.423, *p* = 0.603).

### 3.2. DDR1 Expression in Ovarian Cancer

A comparison of *DDR1* mRNA expression between matched adjacent normal and tumour ovarian tissues could not be performed as matched normal samples are not available within the TCGA ovarian cancer cohort. DDR1 protein expression was determined using immunohistochemistry in tumour tissues from 450 patients with ovarian cancer. Staining was predominantly cytoplasmic with representative staining shown in Figure 1D,E. The median H-score for cytoplasmic DDR1 expression was 180, ranging from 0 to 280. X-tile generated a cut point of 200, with 21.6% (97/450) demonstrating high staining.

High DDR1 expression was significantly associated with tumour histology (χ^2^ = 20.15, d.f. = 6, *p* = 0.003). No other associations were observed between DDR1 expression and clinicopathological criteria (Table 2). High DDR1 expression was associated with improved overall survival of ovarian cancer patients (*p* = 0.041) (Figure 2D). In multivariate Cox-regression models of survival, DDR1 expression remained associated with survival (HR = 0.694, 95% CI = 0.501–0.962, *p* = 0.028) when tumour grade, FIGO stage, and histology were included in the model.

### 3.3. DDR1 Knockdown in Breast and Ovarian Cancer Cell Lines

To investigate transcriptomic changes resulting from altered DDR1 expression, *DDR1* was subject to knockdown in T47D breast and IGROV1 ovarian cancer cells using siRNA. Western blot analysis demonstrated a reduction in DDR1 protein levels of more than 70% in T47D cells, 24 h after transfection, and 90% in IGROV1 cells at the same time-point (Figure 3A). Knockdown cells were then subjected to RNA sequencing.

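The RNA came from T47D cells, a luminal breast cancer line that expresses the oestrogen receptor, and from IGROV1 cells, a line from an ovarian carcinoma. Cells were transfected over 24 h with *DDR1* siRNA or negative control siRNA at 11.2 nM, which gave 3 control and 3 knockdown libraries in each line. Messenger RNA was enriched by its poly-A tail and read from both ends over 150 bases. The authors trimmed the reads with Trim Galore 0.6.7 and quantified 188753 transcripts of GENCODE 36 with kallisto 0.50.0, which matches short words of a read to transcripts rather than aligning the whole read. The deposited values are estimated counts, which need not be whole because a read that fits several transcripts is divided among them. They summed to 71.8, 68.2 and 32.4 M in the T47D control libraries and to 26.9, 35.1 and 36.3 M in the T47D knockdown libraries. In IGROV1 cells the sums were 37.9, 28.1 and 66.2 M for the controls and 25.0, 33.1 and 36.3 M for the knockdown libraries. Estimated counts were summed for each gene and rounded, and transcripts were also tested one by one after rounding. Groups were compared with edgeR's quasi-likelihood test after TMM scaling, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. A single gene compared in 3 libraries against 3 cannot reach an exact permutation p below 0.1, so each adjusted p rests on the spread estimated across all genes. The division of reads among transcripts adds error that a count does not show, so genes are given first and transcripts second.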

In T47D cells, *DDR1* knockdown resulted in the identification of 3647 differentially expressed transcripts, mapping to 3440 genes, when compared with control cells (Figure 3C and Supplementary File S1). In contrast, 770 differentially expressed transcripts, mapping to 723 genes, were identified in IGROV1 cells (Figure 3D and Supplementary File S2). 

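Genes of cell division and most of the measured heat shock genes fell in T47D knockdown cells, and aldo-keto reductases were among the genes that rose furthest. Of 45 measured genes of cell proliferation, 43 fell, none rose and 2 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 3.12e-41, and adjusted p = 0.0131 with an estimated correlation). *MYBL2*, a transcription factor of the cell cycle, fell from 346 ± 4.60 CPM, counts scaled to the size of the library, to 156 ± 11.7 (SD, n = 3), a log2 fold change of -1.15 (standard error 0.07, adjusted p = 2.11e-06 from edgeR). *MCM10* and *CDC6*, which act in the initiation of DNA replication, had log2 fold changes of -1.21 and -1.05. Of 38 keratin and epithelial junction genes, 19 fell, 2 rose and 17 did not pass (20 and 2 adjusted over the list alone; camera adjusted p = 4.32e-08, and adjusted p = 0.18 with an estimated correlation). *KRT17*, a keratin of basal epithelium, fell from 408 ± 36.4 to 73.0 ± 12.8 CPM (SD, n = 3), a log2 fold change of -2.48 (standard error 0.12, adjusted p = 1.02e-06 from edgeR), and the tight junction gene *CLDN1* fell by 2.81 on the log2 scale. Of 23 heat shock genes, 18 fell, 1 rose and 4 did not pass, with the same counts when adjusted over the list alone (camera adjusted p = 9.41e-08, and adjusted p = 0.19 with an estimated correlation). The chaperone *HSP90AA1* fell from 2348 ± 276 to 1252 ± 92.8 CPM (SD, n = 3), a log2 fold change of -0.91. *AKR1C1*, an aldo-keto reductase, rose from 3.31 ± 0.183 to 23.7 ± 5.17 CPM (SD, n = 3), a log2 fold change of 2.84 (standard error 0.15, adjusted p = 1.36e-06 from edgeR).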

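Signalling and stress genes moved in the same T47D libraries. Of 21 targets of YAP and TAZ, 15 fell, none rose and 6 did not pass (16 fell and 1 rose when adjusted over the list alone; camera adjusted p = 4.68e-08, and adjusted p = 0.19 with an estimated correlation). *TGFB2*, a growth factor among them, had the largest fall of the genes that reached 10 CPM in a group, from 18.9 ± 5.96 to 1.91 ± 0.448 CPM (SD, n = 3). Of 31 cytokine and other NF-κB target genes, 18 fell, 2 rose and 11 did not pass (20 and 2 adjusted over the list alone; camera adjusted p = 2.17e-05, and adjusted p = 0.424 with an estimated correlation), and the chemokine *CCL2* fell by 2.13 on the log2 scale. Of 40 genes of the integrated stress response, 27 fell, 1 rose and 12 did not pass (28 and 1 adjusted over the list alone; adjusted p = 0.172 with an estimated correlation), among them the amino acid transporter *SLC7A1* at -1.13. Mitochondrially encoded transcripts held 5.37 to 6.64% of the estimated counts in the control libraries and 7.75 to 8.26% in the knockdown libraries, and 7 of 13 such genes rose and 1 fell (camera adjusted p = 0.0204, and adjusted p = 0.556 with an estimated correlation). Genes with the 7-base word GACACTA in the 3′ UTR lay lower than other genes by a mean log2 shift of -0.17 (standard error 0.02, 677 of 10233 genes). Of 16888 genes tested, 1076 were differentially expressed, 789 higher and 287 lower in knockdown cells. Without a fold change threshold 3337 were higher and 3725 lower at an adjusted p under 0.05 from edgeR. Among 10233 genes of at least 10 CPM with an annotated 3′ UTR, 1760 were higher and 3292 lower at that adjusted p. Falls therefore outnumbered rises among well-expressed genes as a whole, not only in the lists. With upper-quartile scaling factors 1002 genes were called higher and 218 lower. Over all genes tested, the 3 knockdown libraries lay apart from the 3 controls in 52.5%, where chance would give 10%. Of 74656 transcripts, 1922 were differentially expressed, 1002 higher and 920 lower, and the 1771 with a gene name came from 1468 genes. The test of DESeq2 called 3481 transcripts, and edgeR called 380, 338, 726 and 280 without control 1, control 3, knockdown 1 and knockdown 2. With the replicate number as a block edgeR called 320 transcripts.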

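In IGROV1 knockdown cells the differentially expressed genes were mostly lower, among them a protease and enzymes of the antioxidant response. *PLAU*, the urokinase-type plasminogen activator, fell from 126 ± 30.7 to 19.8 ± 2.97 CPM (SD, n = 3), a log2 fold change of -2.67 (standard error 0.20, adjusted p = 0.00343 from edgeR), and its 3′ UTR holds GACACTA. Of 33 targets of NRF2, a transcription factor that responds to oxidative stress, 6 fell, none rose and 27 did not pass the test. When adjusted over the list alone, 24 fell and 1 rose (camera adjusted p = 5.35e-14, and adjusted p = 0.274 with an estimated correlation). Regrouping the 6 IGROV1 libraries 3 against 3 put up to 18 lists past camera's preset threshold, against 9 under the labels. Of the 10 groupings, the labelled one included, 6 had as many. In T47D cells the labels gave 15 lists and the highest other grouping 14. Camera's preset p-values alone therefore do not tie a list to the knockdown. *GPX2*, a glutathione peroxidase, *HMOX1*, haem oxygenase, and *NQO1*, a quinone reductase, had log2 fold changes of -1.96, -1.48 and -1.15. Of 26 genes of fatty acid synthesis, 4 fell, none rose and 22 did not pass (10 fell when adjusted over the list alone; camera adjusted p = 2.84e-06, and adjusted p = 0.274 with an estimated correlation), and fatty acid synthase, *FASN*, went from 507 ± 56.6 to 277 ± 40.2 CPM (SD, n = 3). Of 17 mesenchymal genes, 1 fell, 2 rose and 14 did not pass (4 fell and 3 rose when adjusted over the list alone; camera adjusted p = 0.903, and adjusted p = 0.929 with an estimated correlation). The one that fell, *VIM*, an intermediate filament, went from 1823 ± 329 to 704 ± 66.9 CPM (SD, n = 3), a log2 fold change of -1.37 (standard error 0.17, adjusted p = 0.011 from edgeR). Among genes that rose, the nuclear receptor *NR2F1* went from 14.6 ± 6.20 to 61.0 ± 2.67 CPM (SD, n = 3), a log2 fold change of 2.08 (standard error 0.25, adjusted p = 0.011 from edgeR). Genes with GACACTA in the 3′ UTR had a mean log2 shift of -0.10 relative to other genes (standard error 0.01, 656 of 10084 genes).

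**Figure D1:**
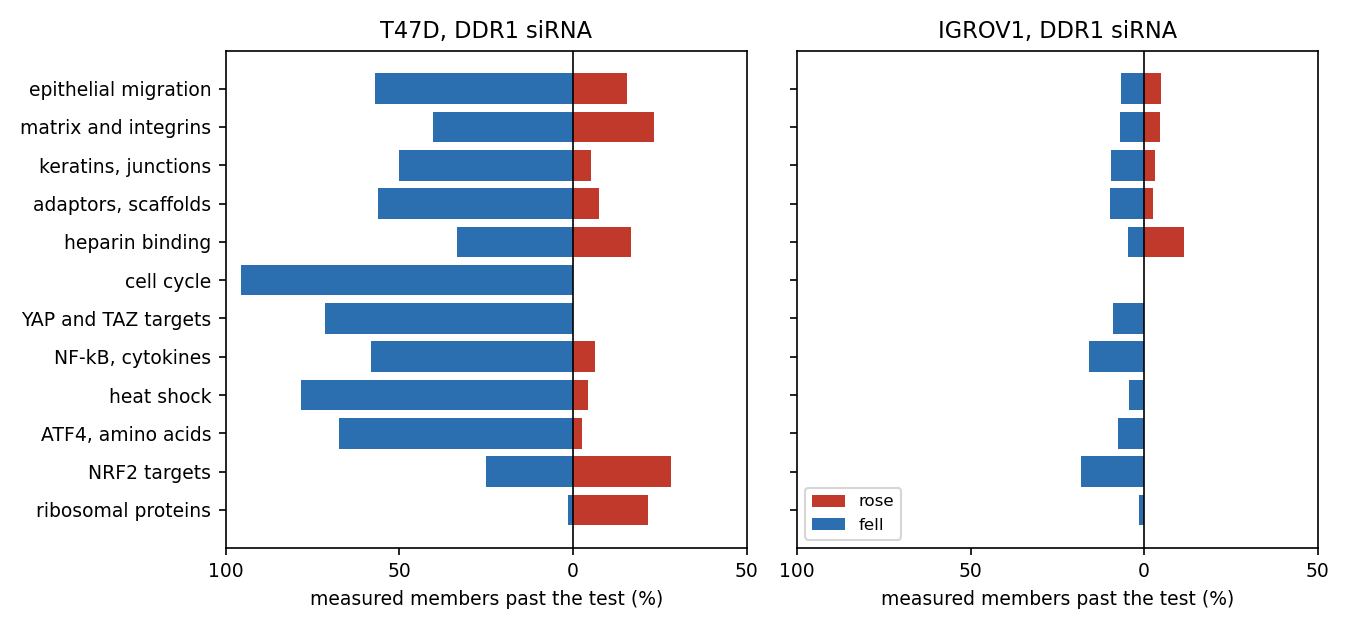
Share of the measured genes of 12 lists that rose or fell at an adjusted p under 0.05 after *DDR1* knockdown, in T47D and in IGROV1 cells (3 control and 3 knockdown libraries each). In T47D cells 43 of 45 proliferation genes fell, and in IGROV1 cells 6 of 33 NRF2 targets fell.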

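Of 17222 genes tested in IGROV1 cells, 195 were differentially expressed, 65 higher and 130 lower in knockdown cells. Over all genes tested, the groups did not overlap in 26.1%, where chance would give 10%. Of 40 genes of the integrated stress response, 3 fell, none rose and 37 did not pass (24 fell when adjusted over the list alone; adjusted p = 0.549 with an estimated correlation): the transcription regulators *NUPR1* and *ATF5*, whose 3′ UTRs hold GACACTA, and *ATF3*. Of 25 measured NF-κB target genes, 4 fell, none rose and 21 did not pass (6 fell when adjusted over the list alone; camera adjusted p = 1.39e-05, and adjusted p = 0.274 with an estimated correlation), among them the cytokine *IL32* at -1.15 and *NFKB2* at -1.06. None of 45 proliferation genes passed (camera adjusted p = 0.0054 for higher expression, and adjusted p = 0.826 with an estimated correlation). The list depends on control 3: its camera adjusted p for higher expression was 2.87e-31 without that library, and 0.363 and 0.294 without controls 1 and 2. The proliferation gene *MKI67*, chosen after its values were seen, stood at 194.2 CPM in control 3, at 78.01 and 75.23 CPM in controls 1 and 2, and at 162.8 to 181.8 CPM in the knockdown libraries. Control 3 stood apart in another measure too: mitochondrially encoded transcripts held 10.62% of its estimated counts, 15.89 and 15.93% of those of controls 1 and 2, and 10.94 to 12.25% of those of the knockdown libraries. Of 75582 transcripts, edgeR called 0, with 6842 at an unadjusted p under 0.05, and DESeq2 called 968, which came from 769 named genes. The 195 genes became 555 without control 3, 128 without control 1, 7 without knockdown 2, 3 without knockdown 3 and 0 without knockdown 1, where 2206 genes still had an unadjusted p under 0.05 from edgeR. DESeq2 called 331 genes with all 6 libraries. Of 65 genes chosen for naming that passed in IGROV1 cells, 0 still did so in each of the fits that leave out 1 library, while DESeq2 kept 65.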

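Some genes of growth factor, cytokine and AP-1 signalling were among those that fell in both lines. *ANKRD1*, a target of YAP with GACACTA in its 3′ UTR, had log2 fold changes of -2.05 in T47D cells and -2.26 in IGROV1 cells. *FGFBP1*, a secreted carrier of fibroblast growth factors, had -2.12 and -2.82, and the AP-1 subunit *FOSL1* had -1.65 and -1.61. The cytokine gene *LIF* had -1.69 and -1.34, and the membrane protein gene *EMP1* had -2.18 and -1.76. In IGROV1 cells *FOSL1* lost its call without the expression filter (adjusted p = 0.139 from edgeR). There *LIF* lost its call with the replicate number as a block (adjusted p = 0.0581 from edgeR). The microtubule-associated gene *SYBU* moved in opposite directions, at -2.04 in T47D cells and 1.45 in IGROV1 cells. Of 15521 genes tested in both lines, 820 were differentially expressed in T47D cells, 150 in IGROV1 cells and 28 in both, where independent lists would share 7.92 (one-sided Fisher's exact test, p = 4.44e-09). Of the 28, 15 were lower in both lines, where independent lists would share 1.58, and 3 were higher in both, where they would share 1.7. The rest moved in opposite directions. The Fisher test treats genes as independent of one another, which genes regulated together are not. At an adjusted p under 0.05 from edgeR without a fold change threshold, 181 genes passed in both lines, 127 of them in the same direction. Without IGROV1 control 3 the 28 genes became 75, of which 27 moved in the same direction, and DESeq2 shared 46. Without IGROV1 knockdown 1, 2 or 3, edgeR called 0, 7 or 3 genes in that line (2206 at an unadjusted p under 0.05 where it called 0), so no more can be shared. Called transcripts of DESeq2 shared 64 transcripts and 186 genes.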

Overall, 149 overlapping genes formed the shared core network, providing a functional backbone linking *DDR1*-dependent transcriptional changes across the two cell lines (Figure 3B and Supplementary File S3); this corresponded to 44 overlapping unique transcripts. Gene Ontology analysis of the overlapping core genes revealed enrichment for only three molecular functions: sulphur compound binding, heparin binding, and scaffold protein binding. 

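Of 42 measured heparin-binding genes, 7 rose, 14 fell and 21 did not pass the test in T47D knockdown cells (8 and 14 adjusted over the list alone; camera adjusted p = 0.465, and adjusted p = 0.556 with an estimated correlation). *THBS1*, a matrix glycoprotein that binds heparin, fell from 156 ± 34.2 to 28.7 ± 1.52 CPM (SD, n = 3), a log2 fold change of -2.44 (standard error 0.14, adjusted p = 3.32e-06 from edgeR). The transmembrane glycoprotein *GPNMB* rose from 168 ± 5.30 to 395 ± 37.2 CPM (SD, n = 3), a log2 fold change of 1.23. In IGROV1 cells 5 of 44 rose, 2 fell and 37 did not pass (7 and 7 adjusted over the list alone; camera adjusted p = 0.656, and adjusted p = 0.865 with an estimated correlation). *LTBP2*, which binds heparin in the matrix, fell from 47.7 ± 7.17 to 16.4 ± 2.32 CPM (SD, n = 3; log2 fold change -1.54, adjusted p = 0.00892 from edgeR), and *NRP1*, a co-receptor of VEGF, rose from 106 ± 8.53 to 189 ± 3.53 CPM (SD, n = 3). Of 41 adaptor and scaffold genes, 23 fell, 3 rose and 15 did not pass in T47D cells (23 and 4 adjusted over the list alone; camera adjusted p = 9.34e-06, and adjusted p = 0.18 with an estimated correlation). The actin cross-linker *FLNA*, a scaffold for signalling proteins, fell from 1795 ± 150 to 872 ± 138 CPM (SD, n = 3). In IGROV1 cells 4 of the 41 fell, 1 rose and 36 did not pass (8 and 1 adjusted over the list alone; camera adjusted p = 0.247, and adjusted p = 0.826 with an estimated correlation), and *BCAR3*, an adaptor of the CAS family of scaffolds, fell from 44.1 ± 14.3 to 16.6 ± 0.316 CPM (SD, n = 3). Of the 149 genes of Table S3, 148 could be tested as genes in both lines. At an adjusted p under 0.05 from edgeR, 115 passed in T47D cells, 42 in IGROV1 cells and 38 in both, 27 of these in the same direction. The study chose the 149 on these same libraries, so their counts are not independent evidence. Table S3 holds 3 of the heparin-binding genes, all past the test in both lines, and 9 adaptor and scaffold genes, of which 5 passed in both. Of the 3, *LTBP2* (0.97 in T47D and -1.54 in IGROV1 cells) and *FN1* (-0.76 and 0.85) moved in opposite directions. *SAA1* (-1.39 and -1.11) fell in both lines. Both lists were written with that table in view, and they are not the Gene Ontology terms of the paper. Camera's p asks about a shared direction of a list, not about the enrichment among shared genes that the paper reports. In IGROV1 cells 397 of all 17222 genes tested passed at an adjusted p under 0.05 from edgeR. In T47D cells 7062 of 16888 did.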

The hub-centred network analysis identified several core genes shared between T47D and IGROV1 cells (Figure 4A and 4B, respectively). Major core hubs identified across both cell lines included *MDM2*, *YWHAZ*, *YWHAE*, and *TSC1*, underscoring conserved regulatory nodes in DDR1 signalling. 

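*YWHAE* and *YWHAZ* encode 14-3-3 proteins, which bind phosphorylated partners, and both fell in T47D knockdown cells. *YWHAE* (ENSG00000108953, minus strand of chromosome 17 of GRCh38 from 1344275 to 1400222) fell from 847 ± 22.1 to 476 ± 17.2 CPM (SD, n = 3), a log2 fold change of -0.83 (standard error 0.06, adjusted p = 5.18e-06 from edgeR). *YWHAZ* (ENSG00000164924, minus strand of chromosome 8 from 100916523 to 100953388) fell from 743 ± 16.6 to 531 ± 31.8 CPM (SD, n = 3), a log2 fold change of -0.49 (standard error 0.07, adjusted p = 0.00019 from edgeR). *MDM2*, the ubiquitin ligase of p53 (ENSG00000135679, plus strand of chromosome 12 from 68808177 to 68845544), fell by 0.31 on the log2 scale in T47D cells (standard error 0.08, adjusted p = 0.00951 from edgeR). *TSC1*, a subunit of the complex that restrains mTORC1 (ENSG00000165699, minus strand of chromosome 9 from 132891348 to 132946874), rose from 78.0 ± 2.63 to 97.5 ± 5.35 CPM (SD, n = 3), a log2 fold change of 0.32 (standard error 0.07, adjusted p = 0.00357 from edgeR). With an offset for effective transcript length *MDM2* and *TSC1* no longer passed, at -0.20 (adjusted p = 0.134) and 0.13 (adjusted p = 0.194 from edgeR). As gene sums, none of the 4 genes passed the test in IGROV1 cells. Their log2 fold changes there were -0.25 for *YWHAE*, 0.17 for *YWHAZ*, -0.04 for *MDM2* and -0.03 for *TSC1*. The adjusted p-values were 0.488, 0.545, 0.91 and 0.934 from edgeR. The paper's lists are of transcripts. DESeq2 called at least 1 IGROV1 transcript of each gene, at -5.15 for *YWHAE*, 1.36 for *YWHAZ*, -1.59 for *MDM2* and -2.14 for *TSC1*. For these transcripts the adjusted p-values were 8.56e-07, 0.0229, 0.0372 and 0.0338 from DESeq2. From edgeR they were 0.361, 0.378, 0.394 and 0.476. The response of *YWHAZ* was higher in IGROV1 than in T47D cells by 0.65 on the log2 scale (standard error 0.15, adjusted p = 0.0129 from edgeR's interaction test), and the same test did not pass for *YWHAE* (adjusted p = 0.0689, and adjusted p = 0.0197 from DESeq2), *MDM2* (adjusted p = 0.245) or *TSC1* (adjusted p = 0.145). The 3′ UTRs of *YWHAE*, *MDM2* and *TSC1* hold GACACTA. The interaction network itself was not analysed here.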

Cell line-specific genes were compared to the shared core to contextualise their interactions within a stable network framework. This approach allowed identification of connections that are either conserved across both cell lines or uniquely associated with *DDR1* knockdown in a particular context.

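*CLDN1*, *THBS1* and *RRM2* fell in T47D cells and did not pass the test in IGROV1 cells, and the difference itself was tested. The response of *CLDN1* was higher in IGROV1 than in T47D cells by 2.43 on the log2 scale (standard error 0.24, adjusted p = 0.000112 from edgeR's interaction test), at -0.37 in IGROV1 cells. For *THBS1* the difference was 2.55 (standard error 0.34, adjusted p = 0.000709 from the same test), at 0.12 in IGROV1 cells, and 1.94 (adjusted p = 0.222) with an offset for effective transcript length. For *MET*, the receptor of hepatocyte growth factor, it was 1.73 (standard error 0.16, adjusted p = 4.58e-05), and for *TGFB2* it was 3.34 (standard error 0.37, adjusted p = 0.000247). *RRM2*, a subunit of ribonucleotide reductase, fell from 154 ± 5.82 to 80.3 ± 3.57 CPM in T47D cells (SD, n = 3) and stood at 158 ± 77.0 and 187 ± 12.5 CPM in IGROV1 cells (SD, n = 3), where control 3 lay apart at 246.3 CPM from controls 1 and 2 at 109.9 and 116.3 CPM. The difference was 1.18 (standard error 0.33, adjusted p = 0.0348). Of 18775 genes, the interaction test called 1045 at an adjusted p under 0.05 from edgeR and an absolute log2 difference above 1, with a higher response in IGROV1 cells for 280 of them and a lower one for 765. Without IGROV1 control 3 the count was 1918. The count alone does not establish a difference between the lines, and regrouping the libraries does not decide it. Up to 1469 genes were called with the IGROV1 libraries grouped against their labels, but such a grouping still holds the T47D response.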

### 3.4. Pathway-Level Signalling Axis Investigation in ER-Positive and -Negative Breast Cancer Subgroups

As some DDR1 linked proteins were available in the breast cancer cohort, additional pathway analysis was performed (DARPP-32, PKA, PP1, and CREB1) [36,37,38]. In the ER-positive cohort with complete data available (*n* = 304), PCA identified a dominant signalling axis (PC1) driven primarily by cytoplasmic and nuclear DARPP-32 (Figure 4C). Lower PC1 scores were associated with worse disease-specific survival in ER-positive patients (*p* = 0.01) (Figure 4E), indicating that coordinated pathway activity, rather than DDR1 expression alone, defines prognostic variation within this subgroup. In contrast, in the ER-negative subgroup with complete data available (*n* = 60), PCA revealed a signalling axis with mostly negative loading weights (Figure 4D). Kaplan–Meier survival analysis indicated no association with disease-specific survival (*p* = 0.93) (Figure 4F).

## 4. Discussion

DDR1 is a collagen-activated receptor tyrosine kinase that plays an important role in epithelial cell regulation with context-dependent roles in cancer that vary by tumour type. In this study, we investigated large, well annotated cohorts of breast and ovarian cancer patients to define the relationship between DDR1 expression and clinical outcome.

In breast cancer, DDR1 expression was not associated with overall survival in the total patient cohort. However, stratification by ER status revealed opposing associations; low cytoplasmic DDR1 expression was significantly associated with worse patient outcome in ER-negative breast cancer, and high DDR1 expression was significantly associated with worse patient outcome in ER-positive breast cancer. Consistent with the association observed in ER-negative breast cancer, high DDR1 expression was associated with improved overall survival in ovarian cancer patients. Together, these findings indicate that DDR1 expression is associated with patient outcome in a context- and subtype-specific manner.

Previous studies investigating DDR1 expression in breast cancer have been conducted in relatively small cohorts of patients and have not demonstrated a link between DDR1 protein expression and clinical outcome [23,24,25]. Two of these studies assessed the relationship between DDR1 expression and clinicopathological variables and found no significant associations [24,25]. Interestingly, one publication demonstrated that low DDR1 expression combined with high DDR2 expression was associated with triple-negative breast cancers, and this specific expression subgroup (DDR1 low/DDR2 high) was also associated with clinical outcome [25]. Notably, despite their limited cohort sizes, these studies report patterns of association that are broadly consistent with those observed in the current study. In ovarian cancer (*n* = 67), high DDR1 expression has been associated with adverse disease-free survival [26], which contrasts with the findings presented within this study. A study has, however, demonstrated that *DDR1* mRNA expression is lower in epithelial ovarian cancer cell lines categorised as mesenchymal-like compared to those categorised as epithelial-like, suggesting a loss of DDR1 as cells undergo the epithelial-to-mesenchymal transition; in addition, lower DDR1 was also reported in patient samples with a mesenchymal molecular subtype [39].

To generate hypotheses regarding the basis for the divergent associations observed, transcriptomic analyses were performed following *DDR1* knockdown in breast and ovarian cancer cell lines. These analyses were intended to identify candidate genes and pathways associated with reduced DDR1 expression. DDR1 expression was successfully reduced by over 70% in both T47D and IGROV1 cell lines, with 3647 and 770 differentially expressed transcripts identified, respectively. Of these, 149 genes were shared between the two cell lines, indicating substantial transcriptional divergence following *DDR1* knockdown. 

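*DDR1* RNA was lower in every knockdown library than in every control library of its line (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow), with 14.99 against 14.97 CPM in the closest pair, in IGROV1 cells. In T47D cells it fell from 144 ± 5.03 to 38.1 ± 8.16 CPM (SD, n = 3), a reduction of 73.5%, with a log2 fold change of -1.92 (standard error 0.13, adjusted p = 4.33e-06 from edgeR). In IGROV1 cells it was 20.7 ± 4.91 CPM in the controls and 11.8 ± 4.19 CPM in the knockdown libraries (SD, n = 3), a reduction of 43.0% and a log2 fold change of -0.80 (standard error 0.28, adjusted p = 0.159 from edgeR, and adjusted p = 0.043 from DESeq2). The 3′ UTR of *DDR1* holds GACACTA. These sums cover the transcripts that GENCODE 44 names and leave out 7 *DDR1* transcripts of Tables S1 and S2 from alternate haplotypes. With the 7 included, *DDR1* fell from 353 ± 9.11 to 115 ± 10.1 CPM in T47D cells (SD, n = 3), a reduction of 67.5% (log2 fold change -1.62, standard error 0.08, adjusted p = 3.48e-07 from edgeR). In IGROV1 cells it fell from 64.2 ± 13.7 to 24.4 ± 4.45 CPM (SD, n = 3), a reduction of 62.0% (log2 fold change -1.39, standard error 0.19, adjusted p = 0.0128 from edgeR). The 7 were found through tables that list differentially expressed transcripts, so their inclusion is not independent of the result. In TPM, which also takes the effective lengths into account, the reductions without the 7 were 61.2 and 31.2%. The paper measured its reductions as DDR1 protein on Western blots, a different quantity from these RNA values. The time of RNA collection was not used here.

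**Figure D2:**
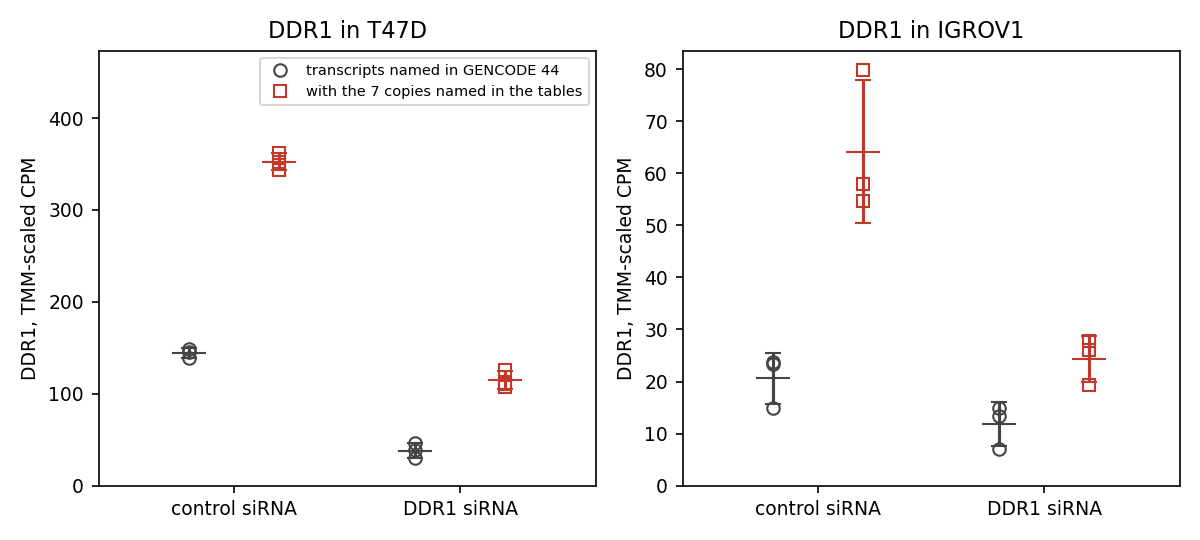
*DDR1* RNA in CPM in each of 3 control and 3 knockdown libraries per line, with mean and SD. Circles are sums over the transcripts named in GENCODE 44 and squares add the 7 alternate-haplotype transcripts, which bring the IGROV1 means to 64.2 and 24.4.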

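Across 15521 genes tested in both lines, the log2 fold changes of the T47D and the IGROV1 comparison had a Pearson correlation of 0.071 and a Spearman correlation of 0.069, and 52.1% of the genes had the same sign in both. Genes are not independent replicates, so these values describe the libraries and carry no p. Among 9063 genes with at least 10 CPM in both lines the Pearson correlation was 0.114. Without IGROV1 control 3 it was -0.087 across 15611 genes. Genes that responded in opposite directions include the scaffold gene *BAIAP2L2*, at 1.05 in T47D cells and -1.01 in IGROV1 cells, and *GPX2*, which rose by 1.23 on the log2 scale in T47D cells. The paper takes the number of genes shared between the lists of both lines as a sign that the transcriptional responses diverged.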

Genes shared by IGROV1 and T47D included key regulators of signalling, metabolism, and cytoskeletal organisation, such as *YWHAE*, *NCK2*, *FN1*, and *ITGB4*. 

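*NCK2*, an adaptor between receptor tyrosine kinases and the actin cytoskeleton, fell in both lines. *NCK2* (ENSG00000071051, plus strand of chromosome 2 of GRCh38 from 105744912 to 105894274) went from 33.7 ± 1.32 to 17.1 ± 1.21 CPM in T47D cells (SD, n = 3), a log2 fold change of -0.98 (standard error 0.09, adjusted p = 1.36e-05 from edgeR). In IGROV1 cells it went from 40.9 ± 5.02 to 23.1 ± 2.40 CPM (SD, n = 3), a log2 fold change of -0.83 (standard error 0.14, adjusted p = 0.0242 from edgeR). The IGROV1 call of *NCK2* did not hold in every fit that leaves out 1 library, as for all 65 named genes past the test there. The 3′ UTR of *NCK2* holds GACACTA. *ITGB4*, the integrin subunit of hemidesmosomes (ENSG00000132470, plus strand of chromosome 17 from 75721328 to 75757818), fell from 311 ± 25.0 to 193 ± 30.9 CPM in T47D cells (SD, n = 3), a log2 fold change of -0.69 (standard error 0.11, adjusted p = 0.000398 from edgeR, and adjusted p = 0.0545 with all 18 libraries in one fit). In IGROV1 cells *ITGB4* was 122 ± 61.0 CPM in the controls and 57.2 ± 9.65 CPM in the knockdown libraries (SD, n = 3; log2 fold change -1.09, adjusted p = 0.138 from edgeR, and adjusted p = 0.00585 from DESeq2). *FN1*, the matrix protein fibronectin (ENSG00000115414, minus strand of chromosome 2 from 215360440 to 215436073), fell from 7.34 ± 0.855 to 4.33 ± 0.506 CPM in T47D cells and rose from 28.7 ± 3.13 to 51.7 ± 3.69 CPM in IGROV1 cells (SD, n = 3). Its log2 fold changes were -0.76 (standard error 0.14, adjusted p = 0.00126 from edgeR) and 0.85 (standard error 0.13, adjusted p = 0.0172 from edgeR). With an offset for effective transcript length they became 0.27 (adjusted p = 0.274) and 0.37 (adjusted p = 0.272 from edgeR). Of single transcripts, ENST00000627231.2 of *YWHAE* had a log2 fold change of -1.58 in T47D cells (adjusted p = 0.0228 from edgeR). Another *YWHAE* transcript, ENST00000466227.6, was 14.5 ± 12.5 CPM in the IGROV1 controls and 0.398 CPM in the knockdown libraries (SD, n = 3; adjusted p = 0.361 from edgeR, and adjusted p = 8.56e-07 from DESeq2).

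**Figure D3:**
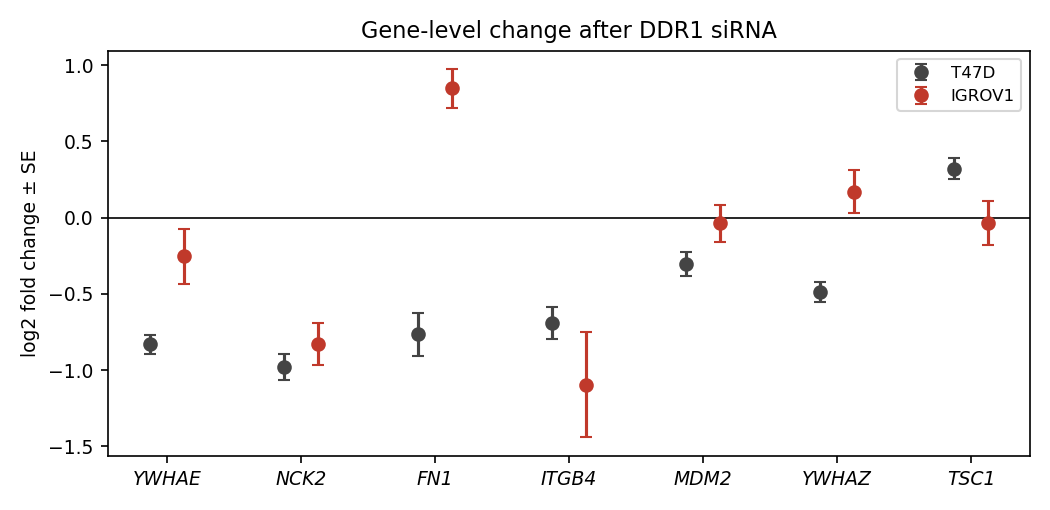
Gene-level log2 fold change with its standard error after *DDR1* knockdown for 7 genes that the paper names, in T47D and in IGROV1 cells (3 control and 3 knockdown libraries each). *NCK2* lies below 0 in both lines, and *FN1* at -0.76 and 0.85 lies on either side of 0.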

DDR1 has previously been shown to interact directly with both YWHAE and NCK2 under flow conditions or in a collagen-dependent manner, respectively [40,41]. Fibronectin (*FN1*) and *ITGB4* are established mediators of extracellular signalling and cellular migration and their identification may indicate a role for DDR1 in regulating extracellular matrix adhesion in breast and ovarian cancer. 

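Of 47 measured genes of the extracellular matrix and its integrins, 19 fell, 11 rose and 17 did not pass the test in T47D knockdown cells (20 and 12 adjusted over the list alone; camera adjusted p = 0.096, and adjusted p = 0.556 with an estimated correlation). *COL7A1*, the collagen of anchoring fibrils, rose from 22.4 ± 3.71 to 72.2 ± 8.76 CPM (SD, n = 3), a log2 fold change of 1.69 (standard error 0.13, adjusted p = 5.54e-06 from edgeR). *DAG1*, the laminin receptor dystroglycan, fell from 85.8 ± 1.28 to 40.6 ± 3.07 CPM (SD, n = 3), a log2 fold change of -1.08. In IGROV1 cells 3 of 44 fell, 2 rose and 39 did not pass (5 and 2 adjusted over the list alone; camera adjusted p = 0.656, and adjusted p = 0.865 with an estimated correlation). *CD44*, a receptor of hyaluronan, fell from 136 ± 31.6 to 62.9 ± 1.93 CPM (SD, n = 3), a log2 fold change of -1.12 (standard error 0.17, adjusted p = 0.0172 from edgeR), and with an offset for effective transcript length it did not pass (-0.81, adjusted p = 0.0634 from edgeR). The response of *FN1* differed between the lines by 1.60 on the log2 scale (standard error 0.18, adjusted p = 0.000247 from edgeR's interaction test), which became 0.10 (adjusted p = 0.847) with the length offset, and that of *ITGB4* did not pass (difference -0.42, adjusted p = 0.543). The *FN1* values depend on transcript length, and the *FN1* call in IGROV1 cells was lost when any knockdown library was left out, at adjusted p-values of 0.109 to 0.137 from edgeR. Of the *ITGB4* transcripts, ENST00000580542.5 fell from 12.6 to 3.46 CPM in T47D cells (adjusted p = 0.0144 from edgeR). ENST00000449880.6 was 16.0 CPM in the IGROV1 controls and 5.95 CPM in the knockdown libraries (adjusted p = 0.395 from edgeR, and adjusted p = 0.0224 from DESeq2).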

Further Gene Ontology analysis demonstrated significant enrichment of epithelial cell migration pathways in both cell lines, suggesting a conserved role for DDR1 in regulating epithelial motility. 

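Of 65 measured genes of epithelial cell migration, 37 fell, 10 rose and 18 did not pass the test in T47D knockdown cells. When adjusted over the list alone, 40 fell and 11 rose (camera adjusted p = 4.33e-05, and adjusted p = 0.292 with an estimated correlation). *MET* fell from 178 ± 28.3 to 53.7 ± 0.850 CPM (SD, n = 3), a log2 fold change of -1.73 (standard error 0.10, adjusted p = 2.11e-06 from edgeR). *KITLG*, the ligand of the receptor KIT, fell from 33.7 ± 7.41 to 6.87 ± 1.29 CPM (SD, n = 3), a log2 fold change of -2.29 (standard error 0.18, adjusted p = 8.81e-06 from edgeR), and its 3′ UTR holds GACACTA. The ephrin receptor *EPHA2* had a log2 fold change of -1.13. In IGROV1 cells 4 of 61 fell, 3 rose and 54 did not pass. When adjusted over the list alone, 9 fell and 7 rose (camera adjusted p = 0.98, and adjusted p = 0.991 with an estimated correlation). *ITGA3*, an integrin subunit that binds laminin, fell from 422 ± 124 to 187 ± 20.2 CPM (SD, n = 3), a log2 fold change of -1.18 (standard error 0.21, adjusted p = 0.0271 from edgeR). *KIT* rose from 3.98 ± 0.154 to 10.2 ± 1.39 CPM (SD, n = 3), a log2 fold change of 1.36 (standard error 0.18, adjusted p = 0.0113 from edgeR). Table S3 holds 10 genes of this list, of which 5 passed in both lines, and the list was written with that table in view. Camera asks whether a list moves up or down as a whole relative to other genes. Its p therefore does not test the enrichment that the paper reports for this process. In IGROV1 cells 397 of all 17222 genes tested passed at an adjusted p under 0.05 from edgeR. In T47D cells 7062 of 16888 did. The terms of the Gene Ontology were not used here.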

A limitation of this study is the reliance on a single cell line for each cancer type, which only captures part of the biological heterogeneity of breast and ovarian cancer. Future work will extend these analyses to additional cell models, including subtype-representative lines, to validate and broaden the transcriptional changes identified. Furthermore, targeted validation of differentially expressed genes (for example, by qPCR or protein-based approaches) and assays to explore phenotypic changes resulting from DDR1 knockdown are required to confirm and functionally contextualise the transcriptional changes identified.

A range of data on DDR1-associated signalling components were available within the breast cohort and this enabled a broader pathway-level analysis and identified a dominant signalling axis that was principally driven by cytoplasmic and nuclear DARPP-32 expression in ER-positive tumours. Reduced levels of this signalling axis were significantly associated with adverse disease-specific survival, suggesting that reduced activity of the signalling programme rather than DDR1 alone is more important in ER-positive disease prognosis. This is in contrast to ER-negative tumours, where the signalling axis was not associated with disease-specific survival, indicating that DDR1 signalling coordination may be less relevant in this subgroup. Interestingly, DDR1 has been shown to suppress breast cancer cell migration in vitro through the formation of a functional complex with DARPP-32 [13]. In addition, we have previously demonstrated that low DARPP-32 protein expression is associated with adverse survival of ER-positive patients [36].

Although the present study is descriptive, the differentially expressed genes and interactome data allow the formation of a tentative working model. Across both breast and ovarian cells, DDR1 knockdown altered a shared core that included recognised DDR1 interactors (*YWHAE* and *NCK2*) [40,41] alongside mediators of extracellular matrix adhesion and motility (*FN1* and *ITGB4*), with Gene Ontology analysis implicating epithelial cell migration in both lines. We therefore hypothesise that a conserved function of DDR1 in these tumours is the coordination of adhesion- and migration-related signalling through scaffold and adaptor proteins, consistent with its established role as a collagen-activated regulator of epithelial behaviour. In addition, we observe context-specific programmes; in ER-positive breast cancer, the previously reported DDR1 interaction with DARPP-32 links DDR1 to a coordinated DARPP-32 centred signalling axis encompassing PKA, PP1, CDK5, and CREB1 [13]. In our cohort, lower coordinated activity of this axis (PC1) was associated with adverse disease-specific survival in ER-positive patients.

When considering patient cohort analyses and in vitro transcriptomic profiling, this study links DDR1 expression patterns with clinical outcome in breast and ovarian cancer and provides descriptive, hypotheses-generating transcriptomic data that highlight candidate molecular processes that are potentially relevant to these associations. Survival associations should be interpreted cautiously as subgroup analyses were not corrected for multiple comparisons, and several associations were of borderline significance. Independent validation in additional patient cohorts is required. Differential expression was determined from three biological replicates per condition and assessed using DESeq2 with correction for multiple testing. Two of the shared differentially expressed genes, YWHAE and NCK2, have previously been documented to interact with DDR1. The complete raw and processed sequencing data have been deposited in public repositories (GEO: GSE312892; SRA: PRJNA1377570) and are available for independent inspection. Further functional and mechanistic studies are needed to understand the context- and subtype-specific differences observed. Collectively, these findings support a role for DDR1 in modulating tumour behaviour in a context-dependent manner.

In summary, the expression of DDR1 shows tumour- and subtype-specific associations with clinical outcome in breast and ovarian cancer, which align with distinct transcriptional programmes. These findings point to a context-dependent role for DDR1 in tumour biology and support further evaluation as a biomarker across cancer types.

## Figures and Tables

**Figure 1:**
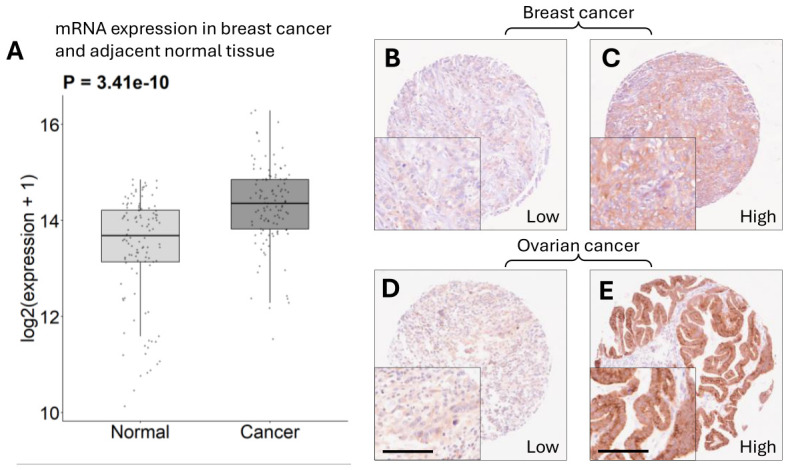
(**A**) DDR1 mRNA expression in cancer and matched adjacent normal tissue in breast cancer. (**B**) Low DDR1 expression in breast cancer, (**C**) high expression of DDR1 in breast cancer, (**D**) low DDR1 expression in ovarian cancer, (**E**) high expression of DDR1 in ovarian cancer. Photomicrographs are shown at 10× magnification with a 20× magnification inset box, where the scale bar represents 100 µm.

**Figure 2:**
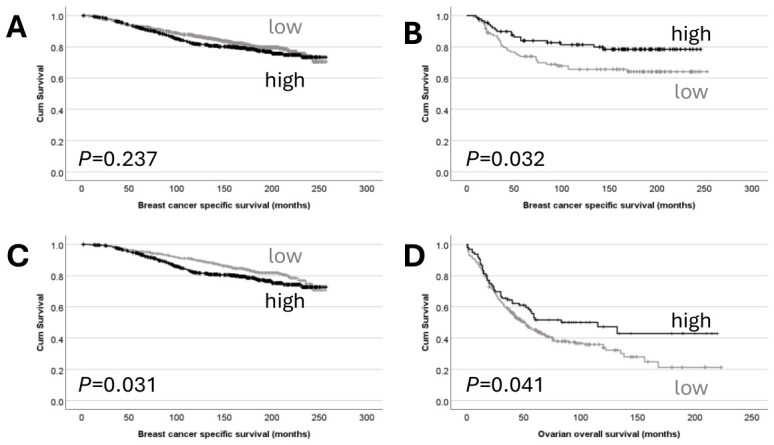
Kaplan–Meier analysis of the effect of DDR1 expression in patient cohorts where low (grey line) and high (black line) expression is shown. (**A**) High (*n* = 543) and low (*n* = 873) DDR1 protein expression in the total breast cancer cohort. (**B**) High (*n* = 90) and low (*n* = 110) DDR1 protein expression in ER-negative breast cancers. (**C**) High (*n* = 453) and low (*n* = 763) DDR1 expression in ER-positive breast cancers. (**D**) High (*n* = 96) and low (*n* = 343) DDR1 expression in the total ovarian cancer cohort.

**Figure 3:**
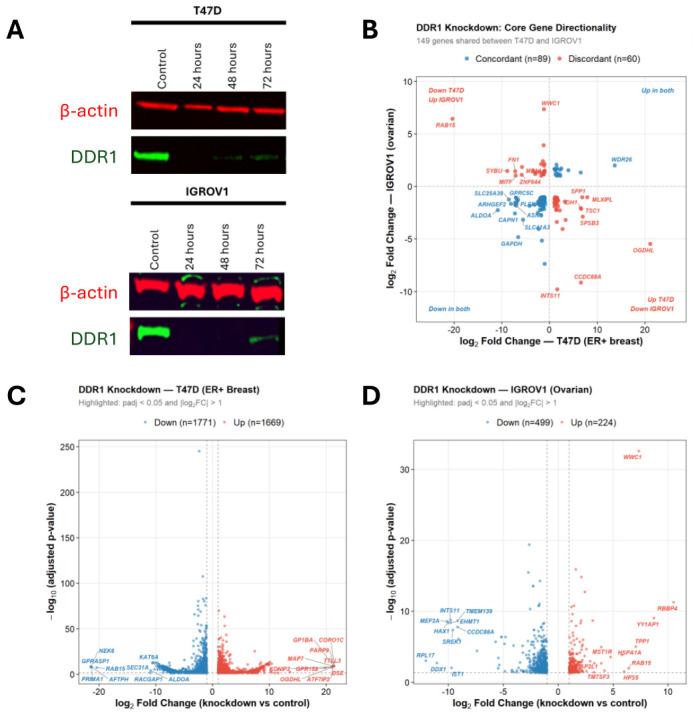
(**A**) Western blot time-course analysis of *DDR1* knockdown in T47D and IGROV1 cell lines. DDR1 is shown in green, and β-actin is shown in red as a loading control. (**B**) Scatter plot illustrating directionality of gene expression changes across the 149 shared genes differentially expressed in *DDR1* knockdown in T47D and IGROV1. Volcano plots of differentially expressed genes in *DDR1* knockdown T47D (**C**) and IGROV1 (**D**) cell lines. Genes with a Benjamini–Hochberg adjusted *p* value < 0.05 and |log_2_ fold change| > 1 are highlighted in red (upregulated) or blue (downregulated). The top differentially expressed genes ranked by fold change magnitude are labelled.

**Figure 4:**
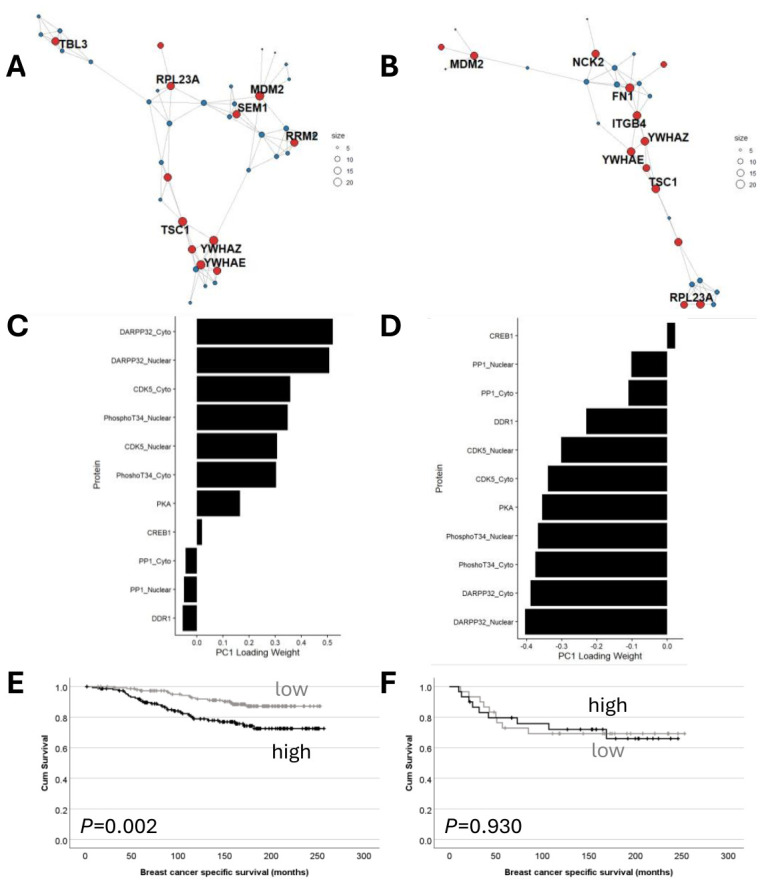
(**A**) Hub-centred STRING networks of *DDR1* knockdown T47D cells and IGROV1 cells (**B**). Red indicates shared core hubs and blue indicates cell line-specific genes. Node size corresponds to the number of interactions, highlighting highly connected proteins. Only the top core hubs are labelled for clarity, while less connected core nodes remain unlabelled. Edges represent high-confidence protein–protein interactions (STRING score ≥900). Loading weight of each protein to PC1, where positive loading weight corresponds to proteins that increase when PC1 increases, whereas negative loading weight indicates an inverse association with the axis; shown in ER-positive cohort (**C**) and ER-negative cohort (**D**). Kaplan–Meier analysis of the effect of PC1 (median stratified) in patient cohorts, where low (grey line) and high (black line) is shown in the ER-positive cohort (**E**) and the ER-negative cohort (**F**).

**Table 1:** Associations between DDR1 expression determined using immunohistochemistry with clinicopathological variables in breast cancer. The *p* values are resultant from the Pearson χ^2^ test of association. ER is oestrogen receptor and PgR is progesterone receptor.

		DDR1 Expression		
		Low	High	*p* Value
Lymph node stage				
	1	545 (38.5%)	328 (23.2%)	0.142
	2	255 (18.0%)	153 (10.8%)	
	3	72 (5.1%)	62 (4.4%)	
Tumour grade				
	1	156 (11.0%)	66 (4.7%)	<0.001
	2	407 (28.7%)	198 (14%)	
	3	310 (21.9%)	279 (19.7%)	
Tumour size				
	Less than 2 cm	563 (39.8%)	305 (21.5%)	0.002
	2 cm or greater	310 (21.9%)	238 (16.8%)	
Tubules				
	1	69 (4.9%)	32 (2.3%)	0.358
	2	262 (18.5%)	168 (11.9%)	
	3	542 (38.3%)	343 (24.2%)	
Pleomorphism				
	1	15 (1.1%)	10 (0.7%)	<0.001
	2	320 (22.6%)	113 (8%)	
	3	538 (38.0%)	420 (29.7%)	
Mitotic index				
	1	498 (35.2%)	219 (15.5%)	<0.001
	2	174 (12.3%)	115 (8.1%)	
	3	201 (14.2%)	209 (14.8%)	
Lymphovascular invasion				
	Absent	645 (45.6%)	366 (25.8%)	0.009
	Present	228 (16.1%)	177 (12.5%)	
Molecular subclass				
	Luminal A	393 (32.3%)	163 (13.4%)	<0.001
	Luminal B	252 (20.7%)	225 (18.5%)	
	HER2 Enriched	9 (0.7%)	22 (1.8%)	
	TNBC	93 (7.6%)	60 (4.9%)	
ER status				
	Negative	110 (7.8%)	90 (6.4%)	0.037
	Positive	763 (53.9%)	453 (32.0%)	
PgR status				
	Negative	283 (20.1%)	193 (13.7%)	0.208
	Positive	585 (41.6%)	345 (24.5%)	
HER2 status				
	Negative	831 (58.7%)	439 (31.0%)	<0.001
	Positive	42 (3.0%)	104 (7.3%)	
Patient age				
	Less than 50 years	259 (18.3%)	169 (11.9%)	0.562
	50 years or greater	614 (43.4%)	374 (26.4%)	

**Table 2:** Associations between DDR1 protein expression determined using immunohistochemistry with clinicopathological variables in ovarian cancer. The *p* values are resultant from the Pearson χ^2^ test of association.

		DDR1 Expression		
		Low	High	*p* Value
FIGO stage	1	120 (27.1%)	40 (9%)	0.167
	2	43 (9.7%)	8 (1.8%)	
	3	163 (36.8%)	38 (8.6%)	
	4	21 (4.7%)	10 (2.3%)	
Grade	1	31 (6.9%)	5 (1.1%)	0.520
	2	53 (11.8%)	15 (3.3%)	
	3	269 (59.9%)	76 (16.9%)	
Chemotherapy response	Sensitive	193 (63.1%)	60 (19.3%)	0.093
	Resistant	46 (15%)	7 (2.3%)	
Histology	High-grade serous	213 (47.3%)	67 (14.9%)	0.003
	Mucinous	39 (8.7%)	3 (0.7%)	
	Endometrioid	35 (7.8%)	16 (3.6%)	
	Clear-cell carcinoma	41 (9.1%)	1 (0.2%)	
	Low-grade serous	14 (3.1%)	7 (1.6%)	
	Borderline serous	10 (2.2%)	3 (0.7%)	
	Borderline mucinous	1 (0.2%)	0 (0%)	
Age	60 years or younger	167 (37.1%)	47 (10.4%)	0.842
	61 years or greater	186 (41.3%)	50 (11.1%)	

## Data Availability

The processed gene expression data have been deposited in the Gene Expression Omnibus (GEO) under accession GSE312892. Raw sequencing data are available in the Sequence Read Archive (SRA) under the associated BioProject PRJNA1377570. All analysis scripts are available on GitHub (https://github.com/sarahstorr/DDR1, accessed on 13 May 2026).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/genes17070760/s1: Supplementary File S1: DDR1 knockdown of 3647 differentially expressed transcripts, mapping to 3440 genes, in T47D cells. Supplementary File S2: 770 differentially expressed transcripts, mapping to 723 genes identified in IGROV1 cells. Supplementary File S3: 149 overlapping genes across the two cell lines.

How the deposited data were processed for this re-analysis (not part of the article)

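RNA was measured in 18 libraries from 2 cancer cell lines, 3 for each condition. T47D and IGROV1 cells each gave 3 control and 3 *DDR1* knockdown libraries, as the article describes. A further 6 libraries of IGROV1 cells carry the sample labels DARPP-32 knockdown and its control, are not described in the article, and appear only in the closing section. The authors prepared libraries by poly-A enrichment, checked the reads with FastQC 0.12.1, trimmed them with Trim Galore 0.6.7 and quantified each library on its own with kallisto 0.50.0 against GENCODE 36. The authors then deposited 1 table per library with an estimated count for each of 188753 transcripts, which is not scaled for depth or length and need not be a whole number. The deposited tables also give the length and the effective length of each transcript, the latter estimated by kallisto from the fragment lengths of the library. The article states that transcripts were imported with tximport 1.30.1 and tested with DESeq2 1.42.1.

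Transcripts were matched by identifier to the GENCODE 44 annotation of GRCh38, which named 167067 of them under 36074 gene symbols. The 21686 identifiers without a name held 4.05 to 5.63% of the estimated counts of a library. They were kept in the transcript tests and left out of the gene sums. The plan was to include alternate-haplotype copies of a gene in its sum, but the annotation does not name those copies, so the gene sums hold the primary chromosomes only. A further setting restricted to the primary chromosomes therefore coincides with the sums used. Tables S1 and S2 name 159 of the unmatched identifiers, and an added setting uses those names, chosen after the values were seen. Table S1 was read in part, as 1997 entries of which 1893 have a gene name, and Table S2 in full. TPM values were computed here from the estimated counts and the effective lengths.

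Estimated counts were rounded for transcripts, and summed per gene symbol and then rounded for genes. Each comparison used its own 6 libraries in edgeR 4.0.16 under R 4.3.3, with TMM factors, the default expression filter, and a robust quasi-likelihood fit on the group alone. This kept 16888, 17222 and 16588 genes in the T47D *DDR1*, IGROV1 *DDR1* and IGROV1 DARPP-32 comparisons, and 74656, 75582 and 68193 transcripts. A feature was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds the article states. Members of a gene list were counted as higher or lower at an adjusted p under 0.05 without a fold change threshold. A difference of the response between the lines was tested as the interaction of cell line and knockdown over the 12 *DDR1* libraries. CPM values use TMM-scaled library sizes, and the SD is taken over the 3 libraries of a group.

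Gene lists were tested with camera of limma 3.58.1, with the preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over 33 lists. One of them holds the 149 genes of Table S3, which the study chose on these *DDR1* libraries. The other 32, of processes, pathways and cell types, were written before the data were examined, as were the comparisons, the rule for naming genes and the other settings to try, except where marked as added. The 32 lists were written with Table S3 in view, and 51 of its 149 genes are in at least 1 of them, so they are not independent of the study's choice of genes. Genes named in the text are the targeted genes, the 10 with the largest rise and the 10 with the largest fall that are called, reach 10 CPM in a group and do not overlap between groups, the genes named in the article's text or labelled in its Figure 4, and up to 4 members of each list. Values in the article's tables had been seen when that rule was written. Overlaps were tested with a one-sided Fisher's exact test over the features tested in both lines.

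In genes with at least 10 CPM and an annotated 3′ UTR of at least 50 bases, each word of 7 bases was tested for lower or higher log2 fold changes, with UTR length and base composition as covariates and at least 30 genes holding the word. This scan used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

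The other settings were DESeq2 1.42.0, other scaling factors, no filter or at least 10 counts in every library, a test against a fold change of 1.2, no fold change threshold, the replicate number as a block, each library left out, all 18 libraries in one fit, identical copies counted once, and an offset for effective transcript length. Added after the data were seen were 8 DESeq2 settings per line for transcripts, thinning to equal depth, the names from Tables S1 and S2, the comparison between the lines without IGROV1 control 3, and the length offset in the interaction test.

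The estimated counts of a library summed to between 23.6 and 71.8 M. In the smallest library a gene at 10 CPM has 236 estimated counts, for which counting alone gives an error of 6.5%. In T47D, IGROV1 *DDR1* and IGROV1 DARPP-32 libraries the biological coefficient of variation of genes was 0.10, 0.184 and 0.09. No 2 libraries of a group were copies of one another, since their differences exceeded counting noise by a factor of 5.34 to 139.93.

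The methods were tested on simulated data with 100 features changed at each of 2 fold sizes. Changed features were drawn only from those above a minimum expected count in every library. Counts were drawn independently with the spread estimated from the libraries, and no library lay apart as IGROV1 control 3 does. The shares recovered are therefore not the power of the real comparisons. At a log2 fold change of 1.5, edgeR recovered 99% of changed genes in the T47D, 97% in the IGROV1 *DDR1* and 99% in the DARPP-32 comparison, with 6, 11 and 4 false calls. For transcripts it recovered 58, 24 and 40% at 1.5 and 88, 80 and 84% at 3, with 17, 19 and 15 false calls. DESeq2 recovered 84, 64 and 74% of transcripts at 1.5 and 94, 97 and 96% at 3, with 243, 270 and 223 false calls. The interaction test recovered 91% of genes at 1.5 and 100% at 3, with 6 false calls. A word planted in simulated fold changes ranked 1 in each of the 3 comparisons. Its planted shift was larger than that of GACACTA, which was -0.172 in T47D and -0.102 in IGROV1 cells after *DDR1* knockdown. The simulated noise was independent between genes. This check therefore does not show that a shift of the observed size would be recovered.

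Protein, tissue and survival data of the article were not used here, nor were the interaction networks or the Gene Ontology. Some results for single genes are not reported. Neither the siRNA sequence nor the time of RNA collection was used here.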

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

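Of the tests below, those of library depth for IGROV1 control 3, of estimates of 0 among transcripts changed over 32-fold, and the settings without control 3, with added names or with a length offset in the interaction test were chosen after the results were seen. The tests of a mislabelled library and of sites followed by A use GACACTA. They were therefore set after the scan had ranked that word first, and the former after control 3 was seen to lie apart.

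The interaction test for a response to *DDR1* knockdown that differs between the lines called 1045 of 18775 genes. Over 100 combinations of splits of both lines, 4 gave as many, the labelled one included, and the highest of the others was 1469. All 4 are among the 10 combinations that keep the labelled T47D groups, within which the count ran from 112 to 1469 with the IGROV1 grouping. Such a combination keeps the T47D response and breaks the IGROV1 groups, so it can call genes that respond in T47D cells. The splits therefore do not decide about chance for a difference between the lines. Without IGROV1 control 3 the count was 1918. The responses of *FN1* (1.60), *YWHAZ* (0.65), *RRM2* (1.18), *CLDN1* (2.43), *THBS1* (2.55), *MET* (1.73) and *TGFB2* (3.34) differed between the lines, on the log2 scale and as IGROV1 minus T47D. With an offset for effective transcript length *FN1* (0.10, adjusted p = 0.847) and *THBS1* (1.94, adjusted p = 0.222 from edgeR) no longer passed, and the count was 865. For *DDR1* the difference was 1.11 (adjusted p = 0.0476 from edgeR), 0.65 (adjusted p = 0.0569) with the length offset, 1.11 (adjusted p = 0.0621) with the replicate block, and 0.21 (adjusted p = 0.534) with the 7 alternate-haplotype transcripts included.

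The first pattern is a short word in the 3′ UTRs of genes that fell: GACACTA ranked 1 among words of 7 bases for lower expression in T47D cells (z = -10.11) and in IGROV1 cells (z = -7.53) after *DDR1* knockdown, while genes with the word had a mean log2 shift of 0.02 in the DARPP-32 comparison (standard error 0.01). Silencing of other genes through the seed of the siRNA predicts at least 1 word that is among the 10 lowest of both lines, occurs in the *DDR1* mRNA and is not among the 10 lowest of the DARPP-32 comparison. The test found 2 such words, GACACTA and AGACACT, where 29.5% of all words occur in *DDR1* mRNAs. Both words hold GACACT, so they overlap and are not 2 separate hits. The prediction of at least 1 word was met, so some of the genes lower in both lines may be off-targets of the siRNA. A stronger effect of sites followed by A could not be told from none, with a difference of -0.062 (standard error 0.033) in T47D and -0.017 (standard error 0.027) in IGROV1 cells. The siRNA sequence was not used here and a single siRNA product was applied, so the loss of *DDR1* itself as the cause of these falls stays open and untested.

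The second pattern is IGROV1 control 3, which lay apart from controls 1 and 2 of the *DDR1* experiment in mitochondrial share and in proliferation genes. A knockdown library under a control label is argued against, since genes with GACACTA had a mean log2 shift of -0.007 in control 3 relative to controls 1 and 2, against -0.107, -0.095 and -0.101 in the knockdown libraries (standard error 0.017). Library depth cannot be told apart: control 3 is the deepest of the 6 libraries at 66.2 M, and its *MKI67* level of 194.2 CPM was 194.69 CPM after thinning to 23.9 M, but thinning does not alter the expected CPM of a gene, so this test decides nothing. Library depth, a difference in the growth state of the cells and one between library batches stay open, and no biological explanation was tested. Called genes numbered 555 without control 3, 128 and 263 without controls 1 and 2, and 0, 7 and 3 without knockdown libraries 1, 2 and 3, against 195 with all 6 (edgeR; at 0 called, 2206 had an unadjusted p under 0.05, and DESeq2 called 331 genes with all 6).

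The third pattern is transcripts that DESeq2 called with changes over 32-fold, 337 in T47D and 248 in IGROV1 cells. Of these, 83.4 and 83.5% had estimates of 0 in all 3 libraries of the lower group, and 120 of 292 and 26 of 218 with a gene name came from genes that changed in the same direction. Estimates of 0 in part of the higher group as the source of most of them are argued against, since 33.8% of them in T47D and 8.5% in IGROV1 cells had such an estimate. Among called transcripts with changes up to 32-fold 1 of 3144 and 0 of 720 had one, so such estimates go with the larger changes and stay open as the source of a part. Other splits of the same libraries gave at most 193 such transcripts in T47D and 209 in IGROV1 cells. A switch between isoforms and the division of shared reads among near-identical transcripts both stay open.

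The DARPP-32 knockdown of IGROV1 cells is not analysed in the article and showed 420 genes called by edgeR, 96 higher and 324 lower, and 370 transcripts, 137 higher and 233 lower. Over all 16588 genes tested, the groups did not overlap in 44.6%, where chance would give 10%. Estimates for *PPP1R1B*, which encodes DARPP-32, stayed at or below 1.71 CPM in each of the 18 libraries, so its knockdown cannot be read from these data. The transcript count was 28, 19 and 0 without controls 1, 2 and 3 and 0, 17 and 238 without knockdown libraries 1, 2 and 3, where edgeR's unadjusted p was under 0.05 for 9406 and 9350 transcripts in the settings with 0 called, and DESeq2 called 1140 with all 6. With the replicate number as a block edgeR called 0 transcripts, with 9231 at an unadjusted p under 0.05. Of 40 genes of the integrated stress response 35 fell, none rose and 5 did not pass (36 fell adjusted over the list alone; camera adjusted p = 1.68e-90, and adjusted p = 0.0412 with an estimated correlation). *ASNS* went from 572 ± 6.47 to 145 ± 5.27 CPM (SD, n = 3; log2 fold change -1.98, standard error 0.07, adjusted p = 1.01e-09 from edgeR), and *PCK2* (-2.37), *SLC1A4* (-2.24), *CHAC1* (-2.10) and *PHGDH* (-1.79) fell too. Of 26 genes of cholesterol synthesis 20 rose, none fell and 6 did not pass (20 rose adjusted over the list alone; camera adjusted p = 7.21e-14, and adjusted p = 0.0412 with an estimated correlation), among them *INSIG1* (1.17) and *HMGCS1* (0.79), whose 3′ UTR holds GACACTA. Of 29 cytokine and other NF-κB target genes 13 rose, 1 fell and 15 did not pass (14 and 1 adjusted over the list alone; camera adjusted p = 7.68e-13, and adjusted p = 0.0412 with an estimated correlation). *BIRC3* went from 122 ± 3.05 to 379 ± 28.8 CPM (SD, n = 3; log2 fold change 1.64, adjusted p = 5.70e-09 from edgeR), and *TNFAIP3* (1.79) and *IL32* (1.62) rose with it.

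Outside those lists, *IL4I1* (2.06) and *CD69* (1.88) rose after DARPP-32 knockdown. *DDR1* itself rose by 0.55 on the log2 scale (adjusted p = 0.000965 from edgeR, and adjusted p = 0.0808 with all 18 libraries in one fit), and by 0.71 with the 7 alternate-haplotype transcripts included (adjusted p = 2.55e-06). The 3 controls of the DARPP-32 experiment differed from the 3 controls of the *DDR1* experiment in the same line in 316 genes called by edgeR (325 by DESeq2). Without DARPP-32 controls 1, 2 and 3 this count was 2, 2 and 7, and without *DDR1* controls 1 and 3 it was 567 and 279.

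Of 10 splits of 6 libraries into 3 and 3, a share under 0.05 cannot be had, since the smallest is 0.1. The labelled split of T47D cells called 1076 genes where the highest of the others called 0, and 1922 transcripts where the highest called 1. In IGROV1 cells it called 195 genes against 0 for *DDR1*, 420 genes against 1 and 370 transcripts against 1 for DARPP-32, and 316 against 1 for the control sets. For IGROV1 *DDR1* transcripts edgeR called 0 in the labelled split and in each of the other splits, so 10 of 10 had as many, with 6842 at an unadjusted p under 0.05 and 968 called by DESeq2. DESeq2 called 3481 transcripts in T47D cells against 285, and 968 in IGROV1 cells against 415. Gene lists past camera's threshold numbered 16 against 15 in T47D, 13 against 12 in DARPP-32 and 10 against 19 in IGROV1 *DDR1* libraries, with the genes of Table S3, which the study chose on the *DDR1* libraries, counted as a list. Without it they numbered 15 against 14, 12 against 12 and 9 against 18, and 1, 2 and 6 of 10 splits had as many. In IGROV1 *DDR1* libraries 6 of 10 splits had as many with it too, and the 19 came from controls 1 and 3 with knockdown 3 against the rest, a structure of the libraries other than their groups. For the 28 genes shared between the lines, 1 of 100 combinations of splits had as many, the labelled one, and the highest of the others was 0. The other splits of each line called 0 genes, so they could share none, and this count does not decide about chance.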

How the results depend on the processing

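Added after the values were seen were the 8 DESeq2 settings per line, thinning, the names from Tables S1 and S2, the length offset in the interaction test, and the comparison of the lines without IGROV1 control 3. Of 180 values of comparisons under alternatives, 110 stayed the same, 69 moved and 1 reversed. Gene lists kept their call in 726 of 792, and in 705 of 768 without the genes of Table S3, which the study chose on the *DDR1* libraries and which count as a list in the numbers below. Named genes kept direction and call in 2321 of 2363 cases in T47D, 983 of 1272 in IGROV1 *DDR1* and 1995 of 2091 in DARPP-32 libraries, and 280 of those in IGROV1 *DDR1* libraries became weaker. Differences between the lines kept theirs in 849 of 950. Of named genes past the test, 137, 65 and 116, DESeq2 kept 137, 65 and 116, the replicate block 137, 56 and 115 (in IGROV1 cells *NUPR1*, *LIF* and *BAIAP2L2* lost their call under it, at adjusted p-values of 0.101, 0.0581 and 0.084 from edgeR), and the fits that each leave out a library all kept 133, 0 and 108. Where values moved, the cause was not tested, apart from settings that test fewer libraries or lift the fold change threshold.

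With DESeq2, calls were 3481 T47D, 968 IGROV1 *DDR1* and 1140 DARPP-32 transcripts, 331 IGROV1 genes, 186, 64 and 46 shared genes by transcripts, shared transcripts and shared genes, a correlation of 0.038 and 74.0% of called transcripts with a gene change. The 8 settings gave 3643, 3583, 3800, 3830, 3514, 3256, 3769 and 3794 T47D and 987, 770, 848, 804, 971, 767, 821 and 752 IGROV1 transcripts, and that with lengths and a level of 0.1 gave 148 shared genes and 50 shared transcripts. Without a fold change threshold, calls were 4778 T47D and 958 DARPP-32 transcripts, 7062 T47D, 397 IGROV1 and 5209 DARPP-32 genes, and 181 shared genes. Tested against a fold change of 1.2, genes numbered 3740, 120 and 1729. At least 10 counts in every library gave 6 IGROV1 and 812 DARPP-32 transcripts, and all 18 libraries in one fit 350 IGROV1 transcripts and 486 genes. With an estimated correlation 1, 0 and 3 lists passed camera's threshold in T47D, IGROV1 *DDR1* and DARPP-32 libraries, where 16, 10 and 13 did at the preset correlation, and 15, 9 and 12 without the genes of Table S3. Genes of at least 10 CPM gave a correlation of 0.114. The *DDR1* reduction was 61.2% in TPM and 67.5% with added names in T47D cells.

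Leaving out libraries gave 280 to 1362 T47D transcripts (380, 726, 338 and 1316 without control 1, knockdown 1, control 3 and knockdown 3; 280 without knockdown 2), 0 to 238 DARPP-32 transcripts, 0 to 555 IGROV1 genes (0, 7 and 3 without knockdown 1, 2 and 3; 128 and 555 without controls 1 and 3) and 2 to 567 genes between the control sets. Without IGROV1 control 3 the interaction count was 1918, the shared genes 75 and the correlation -0.087. The effective length offset turned *FN1* in T47D (0.27), *MX2* in IGROV1 *DDR1* (0.10), and *INPP4B* (-0.01) and *TNRC6B* (-0.34) in DARPP-32 libraries, and *ELOVL6* in the difference between the lines (-0.01). Libraries with the same replicate number do not deviate together (r = -0.066 to 0.141), so the numbers do not pair them. The replicate block gave 320 T47D, 0 IGROV1 *DDR1* and 0 DARPP-32 transcripts (edgeR, with 6018 and 9231 at an unadjusted p under 0.05), 1096, 191 and 409 genes, 16, 11 and 13 lists (15, 10 and 12 without the genes of Table S3), 27 shared genes and 1061 in the interaction test.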

Differences from the paper's values

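Each setting below is judged by whether its count lies within 1.5 times the paper's. The 8 added DESeq2 settings were chosen after seeing the values.

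For T47D cells the paper gives 3647 differentially expressed transcripts from 3440 genes, and edgeR called 1922 from 1468 named genes at the same thresholds. The distinct gene names of the part of Table S1 that was read number 1462. Of the alternatives set before the data were examined, DESeq2 (3481), at least 10 counts in every library (2764) and no fold change threshold (4778) lie within 1.5 times the paper's transcript count. For genes, DESeq2 (2513) and no fold change threshold (3509) do, and at least 10 counts in every library (2071) does not, with each gene name counted once. With each named transcript counted, which is how Table S2 reaches 723, edgeR called 1771, DESeq2 3211, at least 10 counts in every library 2578 and no fold change threshold 4488, and the last 3 lie within 1.5 times 3440. Of 1997 transcripts of Table S1 that were read, edgeR did not call 977 and DESeq2 did not call 185. Other scaling factors, no filter, the test against a fold change of 1.2, the replicate block, all 18 libraries in one fit, identical copies counted once and each library left out do not, for any of these counts.

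For IGROV1 cells the paper gives 770 transcripts from 723 genes, and edgeR called 0, with 6842 at an unadjusted p under 0.05. Table S2 holds 770 entries, of which 723 have a gene name, and these are 598 distinct names. Of the alternatives set before the data were examined, DESeq2 lies within 1.5 times the paper's values, with 968 transcripts from 769 genes (899 named transcripts), and called 660 of the 770 in Table S2, while the other alternatives do not. Among settings chosen after seeing the values, DESeq2 with effective lengths, no prefilter and a filtering level of 0.1 gave 770 transcripts, dropping 0 of the 770 in Table S2. The same setting gave 612 named genes (735 named transcripts) in IGROV1 cells, and 3583 transcripts from 2605 genes in T47D cells with 50 of the 1997 dropped. The other added DESeq2 settings gave 752 to 987 transcripts in IGROV1 cells, dropping 11 to 112 of the 770, and 3256 to 3830 in T47D cells, dropping 82 to 359 of the 1997. Thinning to equal depth, also added, gave 1902 transcripts in T47D cells and 0 in IGROV1 cells by edgeR, with 6669 at an unadjusted p under 0.05.

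The paper gives 149 genes and 44 transcripts shared by both lines, and edgeR's transcript calls share 0 of each, since 0 were called in IGROV1 cells. Of the alternatives set before the data were examined, DESeq2 lies within 1.5 times the paper's values, with 186 genes and 64 transcripts, and no filter, no fold change threshold and the replicate block do not. The added setting with lengths and a level of 0.1, chosen after seeing the values, gave 148 genes and 50 transcripts, which include the 44 transcripts of Table S3.

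In IGROV1 cells 2 transcripts of *WWC1*, a gene of Table S3, moved in opposite directions. ENST00000393895.7 had a log2 fold change of 7.33 (adjusted p = 0.217 from edgeR, and adjusted p = 1.41e-32 from DESeq2). ENST00000524038.5 had -1.05 (adjusted p = 0.263 from edgeR, and adjusted p = 2.04e-06 from DESeq2). As a gene *WWC1* had log2 fold changes of -0.88 in T47D and -0.70 in IGROV1 cells (adjusted p = 0.0396 from edgeR).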

Other observations

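The shares of gene sets that hold GACACTA were looked at after the results were seen.

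Further genes of T47D cells moved after *DDR1* knockdown that belong at no statement of the article. Of 19 mesenchymal genes 8 fell, 1 rose and 10 did not pass (8 and 1 adjusted over the list alone; camera adjusted p = 0.000832, and adjusted p = 0.18 with an estimated correlation), and smooth muscle actin, *ACTA2*, went from 187 ± 5.73 to 40.1 ± 1.94 CPM (SD, n = 3; log2 fold change -2.22). Of 36 genes of hypoxia and glycolysis 19 fell, 4 rose and 13 did not pass (19 and 5 adjusted over the list alone; camera adjusted p = 0.00142, and adjusted p = 0.292 with an estimated correlation), among them lactate dehydrogenase A, *LDHA*. Of 25 genes of cholesterol synthesis 13 fell, 3 rose and 9 did not pass (15 and 3 adjusted over the list alone; camera adjusted p = 0.00101, and adjusted p = 0.19 with an estimated correlation). Of 74 ribosomal protein genes 16 rose, 1 fell and 57 did not pass (11 and 1 adjusted over the list alone; camera adjusted p = 0.00131, and adjusted p = 0.643 with an estimated correlation). Of 30 targets of the oestrogen receptor 8 fell, 4 rose and 18 did not pass, with the same counts when adjusted over the list alone (camera adjusted p = 0.465, and adjusted p = 0.602 with an estimated correlation).

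In IGROV1 cells 3 of 32 AP-1 and immediate early genes fell after *DDR1* knockdown, none rose and 29 did not pass (13 fell when adjusted over the list alone; camera adjusted p = 1.69e-05, and adjusted p = 0.485 with an estimated correlation). After DARPP-32 knockdown 16 of 22 heat shock genes rose, none fell and 6 did not pass (17 rose when adjusted over the list alone; camera adjusted p = 1.56e-06, and adjusted p = 0.228 with an estimated correlation). Of 22 YAP and TAZ targets 12 rose, none fell and 10 did not pass (12 rose when adjusted over the list alone; camera adjusted p = 2.43e-06, and adjusted p = 0.0854 with an estimated correlation), and of 27 targets of p53 15 rose, 2 fell and 10 did not pass (17 and 3 adjusted over the list alone; camera adjusted p = 6.37e-05, and adjusted p = 0.0653 with an estimated correlation). The fold changes of the DARPP-32 comparison had a Pearson correlation of 0.029 with those of IGROV1 *DDR1* knockdown and of -0.183 with those of T47D *DDR1* knockdown.

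Genes that fell in both lines at an adjusted p under 0.05 from edgeR hold GACACTA in 21 of 64 3′ UTRs, or 32.8%, and other genes in 6.3% of 9008, although their 3′ UTRs are shorter, with medians of 843 and 1457 bases. Of 34 genes that rose in both lines 2.9% hold it. Genes of Table S3 hold it in 14.1% of those measured in T47D and 13.7% of those measured in IGROV1 cells, against 6.5 and 6.4% of other genes. The word was picked from these same comparisons, so these shares describe it and add no independent evidence. In *DDR1* the word lies on chromosome 6 of GRCh38 from 30894560 to 30894566, in the coding part of exon 11, and from 30899348 to 30899354, in the 3′ UTR part of exon 18. Genes with GACACTAA in the 3′ UTR numbered 243 in T47D cells, with a mean log2 shift of -0.212, and the 434 with GACACTA not followed by A had -0.15.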
